A study of Homo sapiens with 21 samples.

How the data were processed

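Primary human trabecular meshwork cells, which line the drainage pathway of the eye, were profiled by total RNA sequencing in 21 libraries from 5 donors, here called A to E. Cells of donors A, B and C had been treated with 0.5 uM dexamethasone, a synthetic glucocorticoid, or with ethanol as vehicle for 7 days, and cells of donors A, D and E formed an untreated set. Per the labels' protocols, libraries were made from 10 ng of total RNA with a stranded kit that removes ribosomal RNA, and were sequenced on an Illumina instrument. The aligner or quantifier, its version and the use of strand in counting are not stated there, so values of overlapping and antisense genes are uncertain.

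The authors deposited a gene table and a transcript table for the treated set, and another pair of tables for the untreated set. Per the file headers and names, gene values are CPM (read counts scaled to library size). The deposited columns sum to between 0.871 and 1.26 times the nominal total, so a further factor per library had been applied, and the values were handled as a normalised signal. Deposited transcript values are RPKM (reads per kilobase of transcript, scaled to library size). The tables of the treated set list 85298 genes and 410909 transcripts, and those of the untreated set 60495 and 245433, so the 2 sets were annotated and normalised separately and differences between groups were tested only within a table. Levels were compared across the 2 sets for untreated donor A and for genes with several identifiers, without a test of difference. Coordinates are those of the deposited tables; of 60443 gene identifiers of the treated set found in GENCODE 44 (GRCh38), 99.99% overlapped their position there. In the treated set, 7613 genes lie outside chromosomes 1 to 22, X, Y and MT, on alternative or patch sequences.

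RPKM times transcript length repeats in steps within each library, and the most frequent step was taken as 1 read. The estimated depth was 13.5 to 78.3 megareads (M) in the vehicle and dexamethasone libraries and 3.59 to 16.1 M in the untreated libraries. Of the transcript values above 0, 15.6% in the treated set and 17.6% in the untreated set were whole reads, so reads had been divided between transcripts before normalisation and a count test was not run. Depths are therefore estimates, and no interval was drawn from them.

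Each arm held 7 libraries: 4 of donor A, 2 of donor B and 1 of donor C. Libraries of a donor and arm were compared over genes with at least 1000 estimated reads. For libraries 1 and 3, and 2 and 4, of donor A, the median squared deviation was 1.26 to 1.49 times the sampling noise, against 2.87 to 8.58 times for the 8 other pairs of that donor within an arm. These pairs were each averaged and counted as 1 sample, which leaves 10 samples. The donor was the unit of replication: log2 values of a donor's libraries were averaged in each arm, and 3 donors were compared with 3, with the donor as a block. The deviations of a donor from the arm mean correlated across genes between arms with r of 0.82 to 0.87, and the pairing comes from the donor in the labels. Differences between libraries of a donor were also shared across arms. For library 1 minus 2 of donor B r was 0.46, and for libraries 1 and 3 minus 2 and 4 of donor A 0.21. Pairing by library number was used only as an alternative, the replicate block.

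Genes with a mean of at least 1 CPM were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend). Transcripts with a mean of at least 0.5 RPKM were tested in the same way on log2(RPKM + 0.1), and unequal change of the transcripts of a gene was tested with diffSplice (Simes p per gene). Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05, and all tests were two-sided. Fold changes on these scales understate the change of genes with low values. Within donor A, 2 samples per arm were compared without a block. The difference between the effects in donors A and B was a contrast in a fit of the 10 samples with a mean per donor and arm, together with an F-test over the 3 donors. The design as first written had taken each library of donor A as a replicate; that fit is kept as an alternative. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. The untreated libraries were described by donor means and tested across donors with an F-test in limma, each library a replicate; no gene is named from it.

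The lists and the rule for naming genes were fixed before the data were examined. The tests were too, except for the averaging of repeated libraries of donor A, the count test that was not run, the test of ATF4 targets, and the other tests of explanations and alternatives given in the closing parts as chosen later. Genes named are the 5 largest rises and 5 largest falls among genes past the threshold with the same direction in 3 donors and a symbol, 14 genes from the literature on glucocorticoids and the meshwork, the 3 members of a list of glaucoma and intraocular pressure loci with the lowest p, the 3 genes with the lowest p for the difference between donors A and B (leaving out X, Y and HLA genes), the 3 genes with the lowest p for transcript use, and for the untreated set the 10 highest genes and a list of meshwork markers. A list of markers of other cell types is not used here. The lists were glucocorticoid receptor targets, meshwork dexamethasone response, extracellular matrix, actin cytoskeleton, inflammatory genes and loci for intraocular pressure and glaucoma. Where a symbol has several identifiers, the one with the highest mean was used.

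The functions were tested on simulated data drawn from the observed means and depths, with 200 features changed by 2 on the log2 scale. After first runs, the changed genes were limited to means of 5 to 500 CPM, since a very abundant changed gene had shifted all others, and the spread of the effect between donors (SD 0.2) was set to 0 for the donor difference and within donor A. The gene fit recovered 200 of 200 changed genes among 17012, with 7 unchanged genes called, and called 0 when none was changed. The transcript fit recovered 199 of 200 among 63181 transcripts. Simulated values were whole reads with a spread between samples of SD 0.1, unlike the deposited transcript values. This recovery therefore does not carry over to the real transcripts. The test of transcript use recovered 200 of 200 among 10507 genes and also called 34 unchanged genes. Recovery was 199 of 200 for the donor difference (13 unchanged genes called), 200 of 200 within donor A and 200 of 200 among 14283 genes for the untreated set.

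Alternatives covered the pseudocount, the filter on low values, the scaling (median-of-ratios, quantile), the block, libraries or samples in place of donor means, eBayes without trend, and leaving out each donor in turn, or each library of donor A for the comparisons within donor A, between donors A and B, and between untreated donors. GC content and length of the longest GENCODE 44 transcript were known for 91.5% of tested genes of the treated set and 99.8% of the untreated set. Sequence matching used blastn 2.17.0, and tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.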

Results

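Total RNA of cultured human trabecular meshwork cells was measured in 7 vehicle and 7 dexamethasone libraries from donors A, B and C and in 7 untreated libraries from donors A, D and E. The trabecular meshwork is the tissue through which aqueous humour leaves the eye, and glucocorticoids raise intraocular pressure in some people. The estimated depth was 13.5 to 78.3 megareads (M) per library in the vehicle and dexamethasone arms. It was 3.59 to 4.85 M in the 3 untreated libraries of donor A and 12.7 to 16.1 M in those of donors D and E. Libraries 1 and 3, and 2 and 4, of donor A in each arm differed by little more than the sampling noise and were counted as 1 sample each.

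The first comparison asked which genes changed after 7 days of 0.5 uM dexamethasone. Of 17012 genes tested over 3 donors (limma on donor means), 525 passed an adjusted p of 0.05, with 228 higher and 297 lower. All 525 moved in the same direction in 3 of 3 donors, as did 40.4% of all tested genes. Of the 525, 279 changed by at least 1 on the log2 scale, with 128 higher and 151 lower. Protein-coding genes made up 483 of the 525 and lncRNA genes 38. The correlation of the effects across all tested genes, which are not independent replicates, was 0.45 between donors A and B, 0.58 between A and C, and 0.44 between B and C. The choice that moved the count most upward was to take 14 libraries as replicates, which gave 5164 genes, and with no filter on low values 0 genes passed, while 4875 had an unadjusted p under 0.05. Without donor A 54 genes passed, and without donor B 298.

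**Figure D1:**
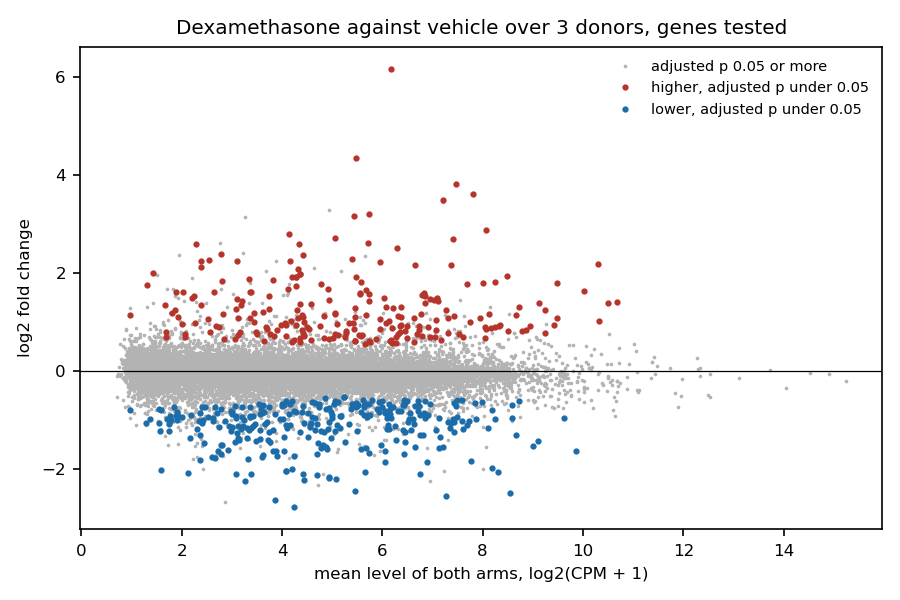
Log2 fold change of each tested gene (vertical axis, dexamethasone against vehicle over 3 donors) against its mean level in both arms (horizontal axis, log2(CPM + 1)); genes of the Y chromosome and XIST are not drawn. Coloured points are the genes with an adjusted p under 0.05, of which 228 were higher (red) and 297 lower (blue).

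The largest rise was that of ZBTB16 (ENSG00000109906, GRCh38 chromosome 11, 114059041 to 114256765), from 0.725 ± 0.283 CPM in vehicle to 141.6 ± 89.9 CPM in dexamethasone (SD, n = 3 donors). Its log2 fold change was 6.16 with a standard error of 0.40 and a limma adjusted p of 0.0041. MYOC, which encodes myocilin (ENSG00000034971, chromosome 1, 171635417 to 171652688), rose from 3.09 ± 0.60 to 83.9 ± 22.5 CPM (SD, n = 3), a log2 fold change of 4.35 (standard error 0.23, limma adjusted p 0.0029). FKBP5 (ENSG00000096060, chromosome 6, 35573585 to 35728583) rose from 22.5 ± 8.2 to 327.5 ± 121.6 CPM, with a log2 fold change of 3.81 (limma adjusted p 0.0041). SERPINA3 (ENSG00000196136, chromosome 14, 94612384 to 94624055) rose by 3.61 and ADH1B (ENSG00000196616, chromosome 4, 99304971 to 99321401) by 3.48 on the log2 scale, with limma adjusted p of 0.0029 and 0.013. Their levels differed widely between donors: SERPINA3 was at 37.1 ± 44.6 CPM and ADH1B at 24.1 ± 31.4 CPM in vehicle (SD, n = 3).

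The largest fall was that of GREM1, listed under 3 identifiers. The identifier on an alternative sequence of chromosome 15 (ENSG00000276886) fell from 31.2 ± 19.7 to 4.57 ± 4.86 CPM (SD, n = 3), a log2 fold change of -2.78 with a limma adjusted p of 0.0090. The GREM1 identifier on the primary chromosome 15 (ENSG00000166923, 32718004 to 32745106) had a log2 fold change of -2.03 (limma adjusted p 0.013), and the summed identifiers -2.67. GAP43 (ENSG00000172020, chromosome 3, 115623510 to 115721490) had a log2 fold change of -2.63 and CHI3L1 (ENSG00000133048, chromosome 1, 203178931 to 203186704) of -2.55, both with a limma adjusted p of 0.0068. COL14A1 (ENSG00000187955, chromosome 8, 120059780 to 120373573) and MXRA5 (ENSG00000101825, chromosome X, 3308565 to 3346652) had log2 fold changes of -2.49 and -2.44, with limma adjusted p of 0.013 and 0.018.

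Among the other genes named in advance, TSC22D3, PER1 and KLF9 were higher by 2.51, 1.58 and 1.54 on the log2 scale, with limma adjusted p of 0.010, 0.0049 and 0.0090. Without donor A, KLF9, CHI3L1 and COL14A1 were no longer past the threshold, with adjusted p of 0.062, 0.058 and 0.079. ANGPTL7 (ENSG00000171819, chromosome 1, 11189355 to 11195981) rose by 3.45 with a standard error of 0.82 and did not pass the threshold (limma adjusted p 0.096). Its log2 fold change was 5.27 in donor A, 0.68 in donor B and 4.39 in donor C, and it passed with a pseudocount of 0.1 (adjusted p 0.043) and without donor B (0.0098); over its alternatives the adjusted p went from 6.1e-05 to 1. IL6 had a log2 fold change of -2.09 and did not pass (limma adjusted p 0.072); it was lower in 3 of 3 donors and passed without donor B (adjusted p 0.049), with a range of 2.4e-05 to 1 over its alternatives. FN1, COL1A1, ACTA2, CXCL8 and the receptor gene NR3C1 did not pass. Their log2 fold changes were -0.20, -0.53, -0.40, 0.36 and -0.36, with adjusted p between 0.15 and 0.87 in limma. NR3C1 and COL1A1 were lower in 3 of 3 donors and passed with 10 samples as replicates (adjusted p 0.0044 and 0.025), with ranges over their alternatives of 5.2e-05 to 1 and 0.00033 to 1; NR3C1 passed in 5 of 18 alternatives and COL1A1 in 4. CXCL8 changed direction between donors, from -1.09 in donor A to 1.95 in donor B.

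**Figure D2:**
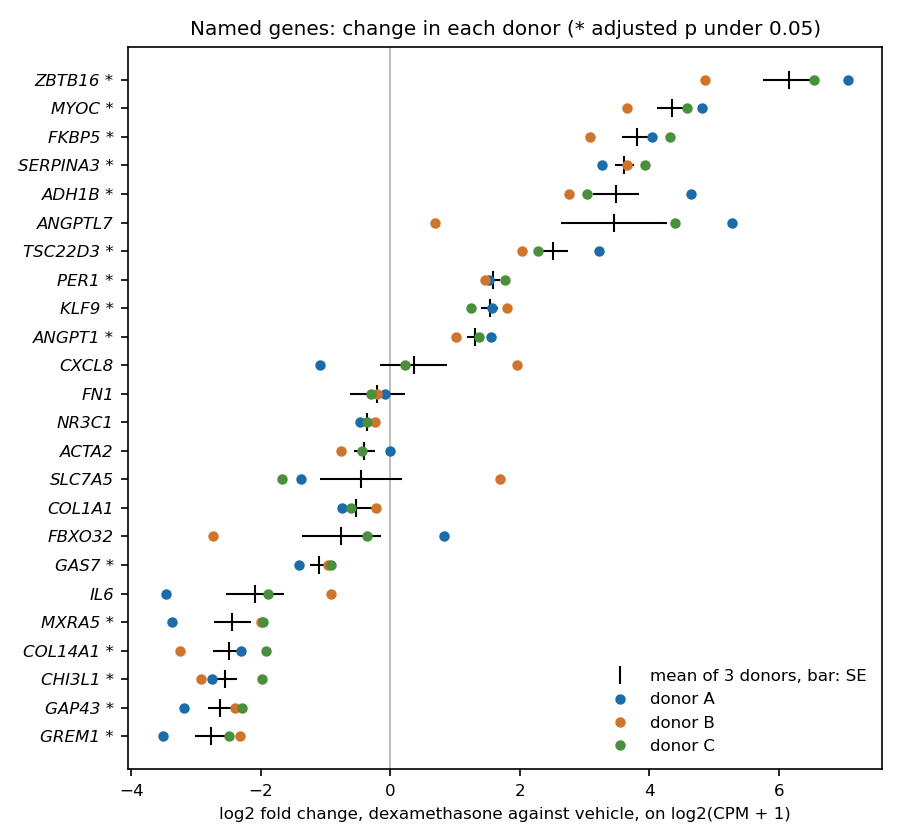
Log2 fold change (horizontal axis, on log2(CPM + 1)) of the named genes in donors A, B and C (coloured points), with the mean of 3 donors (vertical tick) and its standard error (bar). Genes with an asterisk passed an adjusted p of 0.05; ANGPTL7 lies at 0.68 in donor B, apart from donors A and C.

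Of the 6 gene lists, 14 of 24 glucocorticoid receptor targets passed over all genes tested, all of them higher. When adjusted over the list alone 20 passed, not all of them higher. The list had a median log2 fold change of 1.32 (camera adjusted p 8.1e-18). Of 17 tested genes of the meshwork dexamethasone response, 8 passed, all higher, and 10 adjusted over the list alone, with a median of 2.03 (camera adjusted p 4.6e-15). Of 32 extracellular matrix genes, 2 were higher and 2 lower, 11 passed adjusted over the list alone, and the median was -0.26 (camera adjusted p 0.0069). Of 16 inflammatory genes, 0 passed, with 6 at an unadjusted p under 0.05, 4 passed adjusted over the list alone, and the median was -0.46 (camera adjusted p 0.010). Without donor A the inflammatory median was -0.095 (camera adjusted p 0.27), and without donor C the extracellular matrix list had a camera adjusted p of 0.059. The actin cytoskeleton list, with 25 genes, had 1 higher and 2 lower, 3 adjusted over the list alone, and a median of -0.12 (camera adjusted p 0.20). Under fry, the lists of receptor targets (adjusted p 0.0011) and of the meshwork response (0.023) held and the extracellular matrix and inflammatory lists did not. With an estimated correlation in camera 0 of the 6 lists passed, and 1 had an unadjusted p under 0.05. The lists share 4 genes.

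The remaining list held 44 genes at loci for intraocular pressure and glaucoma, of which 41 were tested. Of these, 4 were higher and 2 lower past the threshold, 11 passed adjusted over the list alone, and the median log2 fold change was 0.00037 (camera adjusted p 0.40), with 21 genes higher and 20 lower. The lowest p belonged to MYOC, ANGPT1 and GAS7. ANGPT1 (ENSG00000154188, chromosome 8, 107249482 to 107498055) rose from 45.6 ± 24.5 to 118.0 ± 67.8 CPM (SD, n = 3), a log2 fold change of 1.31 (limma adjusted p 0.013). GAS7 (ENSG00000007237, chromosome 17, 9910606 to 10198606) fell from 30.7 ± 7.2 to 14.1 ± 5.1 CPM, a log2 fold change of -1.10 (limma adjusted p 0.019). Without donor A the adjusted p was 0.065 for ANGPT1 and 0.077 for GAS7, and without donor B it was 0.054 for GAS7.

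Transcript levels were compared in the same design. Of 63181 transcripts, 0 passed an adjusted p of 0.05 in limma, while 7072 (11.2%) had an unadjusted p under 0.05, and the lowest adjusted p was 0.11. At that value were transcripts of MYOC (ENST00000037502) and SERPINA3 (ENST00000393080), with log2 fold changes of 4.62 and 3.66. Both were higher in 3 of 3 donors, so the count of 0 does not show that no transcript changed. With 14 libraries as replicates 6512 transcripts passed. Unequal change of the transcripts of a gene was called in 121 of 10507 genes, of which 9 also passed as genes. The count was 826 with 14 libraries as replicates and 52, 63 and 72 without donors A, B and C. The test of unequal change pools the spread over all transcripts of a gene, which come from the same 3 donors. Its p-values therefore do not measure the spread between donors alone. The lowest p was that of FN1 (ENSG00000115414, chromosome 2), with 23 transcripts (Simes adjusted p 3.8e-06 in limma). Transcript ENST00000357867 of FN1 made up 0.031 ± 0.022% of the gene's summed RPKM in vehicle and 0.132 ± 0.060% in dexamethasone (SD, n = 3), higher in 3 of 3 donors, so the lowest p came from a minor transcript. Transcript ENST00000354785 went from 19.3 ± 3.8% to 11.4 ± 3.8% and was lower in 3 of 3 donors. Transcript ENST00000361689 of MACF1 (ENSG00000127603, chromosome 1) went from 0.551 ± 0.926 to 2.75 ± 4.09 RPKM, an SD above the mean, higher in 3 of 3 donors, and MACF1 had a Simes adjusted p of 0.00015 in limma, which was 0.060 without donor C. Transcript ENST00000465907 of MBNL1 (ENSG00000152601, chromosome 3) was near 0 RPKM in vehicle and at 1.33 ± 1.31 RPKM in dexamethasone, with a change of 0 in donor C, and MBNL1 (Simes adjusted p 0.00029 in limma) lost the threshold without donor A or without donor B.

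Within donor A, 2 samples per arm gave 3509 of 17012 genes past an adjusted p of 0.05 in limma, with 1187 higher and 2322 lower. These include 515 of the 525 genes called over 3 donors. Donor A is 1 of those 3 donors, so this overlap is not an independent check. This comparison measures the spread between samples of 1 donor and does not extend to other donors. With the 4 libraries per arm as separate replicates the count was 6537.

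The effect of dexamethasone was then compared between donors A and B, each with 2 samples per arm. It differed in 2487 of 17012 genes (limma contrast, adjusted p under 0.05), with a higher effect in donor A for 806 and a lower one for 1681, and an F-test over the 3 donors called 2283. Donor C has 1 sample per arm, so the spread used in the F-test comes from donors A and B only. For the contrast between donors A and B, median-of-ratios scaling gave 1090 higher and 1384 lower. In 1538 of the 2487 the estimated effects of the 2 donors had opposite signs. Neither effect had to differ from 0, and choosing genes by the difference favours opposite signs where effects are small. The 1538 are therefore not a count of opposite responses. Of the 525 genes called over 3 donors, 139 were among the 2487. The lowest p belonged to FBXO32, ANGPTL7 and SLC7A5. The log2 fold change of FBXO32 (ENSG00000156804, chromosome 8, 123497889 to 123541206) was 0.82 in donor A and -2.74 in donor B, a difference of 3.56 with a standard error of 0.12 (limma adjusted p 3.2e-07). The difference was 4.59 for ANGPTL7 (limma adjusted p 6.2e-07); in donor B ANGPTL7 was at 0.226 CPM in vehicle and 0.971 CPM in dexamethasone, under the pseudocount of 1, and with a pseudocount of 0.1 the difference was 3.68. For SLC7A5 (ENSG00000103257, chromosome 16, 87830016 to 87869507) the log2 fold change was -1.38 in donor A and 1.69 in donor B, and the difference of -3.07 had a limma adjusted p of 8.9e-07.

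In the untreated libraries, 12120 genes had a mean of at least 1 CPM in each of 3 donors, of which 11255 were protein coding and 592 lncRNA genes. The number was 16915 at 0.1 CPM and 8806 at 5 CPM. Donors A, D and E alone had 13516, 13995 and 13853 such genes. The gene with the highest mean was a lncRNA without a symbol (ENSG00000283907, chromosome 19, 35557956 to 35581954), at 382920 CPM in donor A, 60.2 CPM in donor D and 8198 CPM in donor E. It took 41.9%, 34.9% and 30.3% of the estimated reads of the 3 libraries of donor A, which left 2.13 to 3.08 M of reads for all genes but it and the mitochondrial ribosomal RNA genes. The next highest means were those of MT-RNR2 (16953 ± 27908 CPM), COL1A1 (14050 ± 15382 CPM; SD, n = 3), FN1 (13150 ± 9425 CPM), MALAT1 (8528 ± 8433 CPM), MT-RNR1 (7971 ± 12990.0 CPM), MT-CO1 (7171 ± 3702 CPM), ACTB (7161 ± 3589 CPM), EEF1A1 (5467 ± 2091 CPM) and COL1A2 (5204 ± 3132 CPM). The ranks of the mitochondrial ribosomal RNA genes rest on donor A: MT-RNR2 was at 49165, 28.8 and 1666 CPM and MT-RNR1 at 22961, 7.11 and 945.8 CPM in donors A, D and E.

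**Figure D3:**
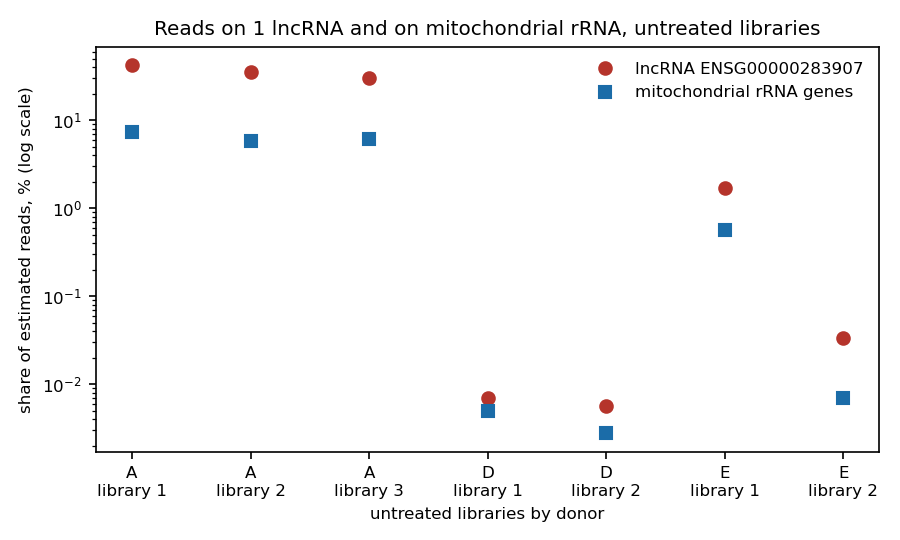
Share of the estimated reads (vertical axis, %, log scale) on the lncRNA ENSG00000283907 (circles) and on the mitochondrial ribosomal RNA genes (squares) in each of the 7 untreated libraries (horizontal axis). The lncRNA took 30.3 to 41.9% in donor A and 0.0056 to 0.0070% in donor D, and in donor E 1.69% in library 1 against 0.034% in library 2.

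Of 12 markers of the trabecular meshwork, 9 had at least 1 CPM in each untreated donor. MGP was at 339.7 ± 255.7 CPM, CHI3L1 at 281.1 ± 429.1, TIMP3 at 1806 ± 2522, DCN at 594.2 ± 336.5, ACTA2 at 1822 ± 2730, TFPI2 at 141.8 ± 162.1, PDPN at 33.4 ± 42.2, MYOC at 38.9 ± 61.5 and RARRES1 at 4.59 ± 4.19 CPM (SD, n = 3). AQP1, ANGPTL7 and BMP5 were under 1 CPM in at least 1 donor; AQP1 was listed at 0 in donor A.

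Expression differed between the 3 untreated donors in 11634 of 14283 genes (81.5%) by an F-test in limma with libraries as replicates. This test measures the spread between libraries of a donor. It cannot tell donors apart from differences in culture or library preparation. The ratio of donor A to donors D and E correlated with GC content at -0.562 across genes, so the count is not one of donor differences alone. Across genes, the log2 values correlated with r of 0.966 to 0.970 within donor A, 0.992 within donor D and 0.989 within donor E. Between donors D and E r was 0.868 to 0.878, and between donor A and the other two 0.691 to 0.727.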

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

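The tests of the spread between samples, of the scaling for donor C and of the mitochondrial share were chosen after the values were seen, and that of ATF4 targets after the difference between donors A and B had been seen.

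The effect of dexamethasone differed between donors A and B in 2487 genes, by the test of the difference itself. The difference in log2 fold change (donor A minus donor B) was 4.59 for ANGPTL7, 3.56 for FBXO32, 2.20 for ZBTB16, 1.88 for ADH1B, 1.18 for TSC22D3, 1.16 for MYOC, 0.96 for FKBP5, 0.94 for COL14A1, 0.76 for ACTA2 and 0.55 for ANGPT1. It was -3.07 for SLC7A5, -3.05 for CXCL8, -2.56 for IL6, -1.36 for MXRA5, -1.20 for GREM1 and -0.78 for GAP43. Of 24 named genes, 16 were past the threshold. The direction for MXRA5 rests on the pseudocount: with 0.1 the difference was 0.48 and not past the threshold (adjusted p 0.27, with a range of 1.7e-05 to 0.27 over its alternatives), and MXRA5 was at 3.61 and 0.151 CPM in vehicle and dexamethasone of donor B. With that pseudocount GAP43 was at -0.35 and also not past the threshold (adjusted p 0.37). GREM1 was then at -2.45 (adjusted p 0.048) and ANGPTL7 at 3.68. Single libraries of donor A decide some calls: the adjusted p was 0.057 for ANGPT1 without vehicle library 2, 0.051 for GAP43 without dexamethasone library 3 and 0.055 for GREM1 without dexamethasone library 4. For GREM1 the value is that of the identifier on an alternative sequence; the primary identifier of GREM1 gave 0.96, so the sign rests on how reads were divided between copies. Trends with GC content and transcript length between libraries do not account for most of the count, because 87.6% of the 2487 genes were still called once these trends were removed from each library. This share may include genes that could not be corrected, since GC content and length were known for 91.5% of tested genes. Chance spread between the libraries of a donor does not account for the whole difference. In 8 contrasts made only of differences between the 2 samples of a donor and arm, with the variance of the donor contrast, at most 116 genes reached 1 on the log2 scale, against 813 in the donor contrast. A spread between cultures that both samples of a donor and arm share stays open. An unequal integrated stress response may be part of the difference. Over 25 ATF4 target genes written down before the test, with the targets already seen (CHAC1, TRIB3, ADM2 and SLC7A5) left out, the median difference was -0.92 on the log2 scale (camera p 1.3e-12, fry p 0.00081). The effect was lower in donor A than in donor B for 22 of 25. The median change of these genes was -0.22 in donor A, 0.85 in donor B and -0.43 in donor C. ATF4 itself was at 256.8, 109.3 and 312.9 CPM in vehicle of donors A, B and C, and at 199.8, 218.2 and 252.3 CPM in dexamethasone. Not all targets were low in vehicle of donor B: STC2 was at 327.6 CPM there and at 65.3 CPM in donor A. The fold changes alone do not tell whether the vehicle or the dexamethasone arm sets donor B apart. Whether such a response belongs to the donor or to the culture was not tested.

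Of 66 groups of samples tested for a far value, 7 had one, where chance gives 3.3. In 6 of them the far sample was the single sample of donor C, while donors A and B have a pair each, so a donor difference alone can produce such gaps. IL6 was at 101.2 CPM in the vehicle library of donor C, against at most 29.3 in the other vehicle samples once repeated libraries are averaged, and at 26.5 CPM in its dexamethasone library. CXCL8 was at 396.2 CPM in vehicle and 461.0 CPM in dexamethasone. ADH1B was at 59.9 CPM and ANGPT1 at 73.5 CPM in its vehicle library. The scaling of the libraries does not account for this: the scaling factors of the 14 libraries differed by at most 1.22 times, and these genes were at least 2.03 times the next vehicle sample. A donor difference and a difference in culture stay open, since donor C has 1 library per arm.

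The share of mitochondrial reads outside ribosomal RNA was 3.79% in vehicle library 1 of donor B. The other vehicle library of donor B had 1.94%, the next highest value of the arm, and in the dexamethasone arm library 1 of donor B was also above library 2 (2.02% and 1.35%). Whether the level belongs to the donor or the arm cannot be told apart from a difference between libraries with 2 libraries each. No biological explanation was tested.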

How the results depend on the processing

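The fits with 10 samples, with primary chromosomes, with summed identifiers, without GC and length trends, and with each library of donor A as a replicate were chosen after the data were seen. The planned count test was not run, because the values are not whole reads. Leaving out a library of donors B, D or E would leave 1 sample there, so no such fit was made.

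Of the genes changed over 3 donors (525), the count was 5164 with 14 libraries and the donor term, 4352 with a replicate block of 7 library pairs, 2678 with duplicateCorrelation, 2888 with 10 samples and 984 with 14 libraries and no replicate block. It was 3 for donor means with no replicate block, where 527 genes had an unadjusted p under 0.05, and 0 with no filter on low values, with 4875 at an unadjusted p under 0.05 among 57652 genes; the cause was not tested. All 525 genes were called with 14 libraries and the donor term, with the replicate block and with 10 samples, 523 of them with duplicateCorrelation and 336 with 14 libraries and no replicate block. Across the 3 fits that each left out a donor the count went from 54 to 392. Among the 525 were 53 of the 54 genes without donor A, 213 of the 298 without donor B and 287 of the 392 without donor C. Median-of-ratios and quantile scaling gave 463 and 407 genes, and the median of all genes moved by less than 0.1 under both.

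Within donor A (3509), the count was 0 with no filter, where 8713 genes had an unadjusted p under 0.05, and 6537 with 4 libraries per arm; the cause of the former was not tested. The replicate block gave 5105 genes within donor A and 3390 for the difference between donors A and B (2487), within 1.5 times. That difference was called in 1091 of 57652 genes with no filter; the cause was not tested. Leaving out each library of donor A gave 2883 to 3479 genes within donor A and 2050 to 2561 for the difference.

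Transcripts past the threshold (0) numbered 6512 with 14 libraries and 2523 with 10 samples. Genes with unequal transcript change (121) numbered 826 with 14 libraries, 449 with 10 samples, 54 with a pseudocount of 1 and 3 with no replicate block, and from 52 to 72 across the 3 fits that each left out a donor; 24 to 29 of the 121 genes were called in each of these 3, so most calls changed with the donors.

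Of the gene lists (4 past the threshold under camera), 2 passed under fry and 0 with an estimated correlation. The median of the loci list was 0.00037 and changed sign to -0.000042 with a pseudocount of 0.1, -0.0029 with 10 samples, -0.013 without donor A and -0.041 without donor B, against 0.026 without donor C, past the threshold under none of these.

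CXCL8 changed direction to -0.034 with 14 libraries (with the donor term, the replicate block or no replicate block) and to -0.44 without donor B. SLC7A5 changed from -0.46 to 0.0044 without donor A and 0.15 without donor C, and FBXO32 from -0.76 to 0.23 without donor B. Across the fits that each left out a donor, the fold changes went from -0.44 to 1.09 for CXCL8, from -1.55 to 0.23 for FBXO32 and from -1.53 to 0.15 for SLC7A5, and only SLC7A5 without donor B passed the threshold. The effects of the 3 donors go both ways for these genes, so a mean moves with the donor left out, and 14 libraries give donor A more weight. Of 448 comparisons of the fold change over 3 donors with its main value, for the 24 named genes and COL3A1 (-0.73), 384 kept direction and side of the threshold, 35 were weaker, 22 stronger and 7 in the opposite direction. Of 224 comparisons for the 16 named donor differences, 212 kept both and 11 were weaker; MXRA5 changed direction, to 0.48 with a pseudocount of 0.1, where its low level in donor B (0.151 CPM in dexamethasone) is weighed differently.

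The number of untreated genes expressed and of genes that differ between untreated donors stayed within 1.5 times under each alternative run. The depth of the untreated libraries of donor A, 2.13 to 3.08 M usable reads, limits what can be said there of genes near 1 CPM.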

Other observations

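The tests on repeated libraries, on expression of the lncRNA by the cells and on COL3A1 were chosen after the result was seen; the others were chosen before their own values were computed, those on ribosomal RNA and on untreated donor A once these patterns had been seen, and how the comparison of untreated with vehicle donor A is read was settled after its value was seen.

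Other splits of the 6 donor means were fitted in the same way. For genes, 1 of the 10 splits gave as many as 525, the real one, and the other 9 gave 0, with at most 1437 genes at an unadjusted p under 0.05 against 2976. Each of the other 9 splits puts the treatment effect of at least 1 donor into the spread. Low gene counts in them were therefore likely in advance and do not back the 525. For transcripts, 10 of the 10 splits gave as many, since the real count is 0; the real split had 7072 transcripts at an unadjusted p under 0.05 and the others at most 5665. For unequal transcript change, 5 of the 10 splits gave as many as 121 genes, the real one included, and the highest gave 1012. The 4 others part 1 of the 3 donors; with the donor as a block, their contrast rests on the difference between dexamethasone and vehicle in that donor and still carries the treatment effect. Among the 4 splits that part all 3 donors, the real one gave the most, and the others at most 45. For gene lists, 6 of the 10 splits gave as many as 4 lists under camera, and 2 of the 4 that part all 3 donors, so the number of lists past the threshold under the preset correlation says little. The splits that part 1 of the 3 donors come in pairs with identical counts, such as 215 and 215 genes for unequal transcript change. Fewer than 10 of the splits are therefore distinct. Even with 10 splits the share is never under 0.1, so chance cannot be excluded by this count.

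Trends with GC content and transcript length do not account for most of the genes changed by dexamethasone: 83.6% of the 525 genes were still called once these trends were removed. This share includes genes that could not be corrected, such as the named GREM1 identifier. GC content and length were known for 91.5% of tested genes.

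Libraries 1 and 3, and 2 and 4, of donor A may be the same library sequenced more than once. Their deviation was at most 1.49 times the sampling noise, against at least 2.87 for the other pairs, and their mitochondrial ribosomal RNA shares go together as well (0.0025% and 0.0023%, and 0.165% and 0.169%, in vehicle).

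In the untreated donor A the lncRNA ENSG00000283907 may stand for ribosomal RNA left in the libraries. Its transcript of 494 bases matched the 28S ribosomal RNA gene (chromosome 21, 8213888 to 8218941) with 95.6% identity over 160 bases, and 0 of 200 other lncRNA transcripts of similar length had a match. Mitochondrial ribosomal RNA took 5.87 to 7.41% in the same libraries of donor A, and at most 0.567% in donors D and E. Over the 7 untreated libraries its share and that of the lncRNA had a Spearman correlation of 0.96. In donor E the lncRNA and mitochondrial shares were 1.69% and 0.567% in library 1, and 0.034% and 0.0069% in library 2. Expression by the cells of donor A cannot be told apart from leftover ribosomal RNA by the lncRNA shares alone. The lncRNA shares were alike within donor A, and differed 50.4 times between the 2 libraries of donor E.

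The untreated profile of donor A stands apart from those of donors D and E. Lower depth does not account for this, since donors D and E still correlated at 0.865 or more across genes after thinning to 2.13 M reads, against at most 0.752 for donor A. A bias with GC content or length may be part of it. The ratio of donor A to donors D and E correlated with GC content at -0.562 across genes, against 0.0051 for donor D against E. With length the correlation was 0.38, against 0.13 for donor D against E. A donor difference also stays open and cannot be told apart from the bias. Untreated donor A correlated with vehicle donor A at 0.865, above donors D (0.810) and E (0.807), but it was also above them against vehicle donor B (0.816, against 0.769 and 0.806) and vehicle donor C (0.823, against 0.818 and 0.817), across values that were normalised separately.

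In the treated set, COL3A1 (chosen after its values were seen) lay almost wholly on a patch identifier. The primary identifier held 0.45% of a summed mean of 3427 CPM over the 14 libraries, in which donor A has the most weight. By donor means the patch identifier was at 4780 CPM in vehicle and 2807 CPM in dexamethasone. The untreated table, with the primary identifier alone, gave 2996 CPM. A candidate explanation is that reads of near-identical copies were assigned mostly to the patch copy. Of 32 other symbols with under 10% on the primary identifier and listed in both sets, 93.8% had a summed level closer to the untreated level than that of the primary identifier alone.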
